# Joint-specific DNA methylation and transcriptome signatures in rheumatoid arthritis identify distinct pathogenic processes

**DOI:** 10.1038/ncomms11849

**Published:** 2016-06-10

**Authors:** Rizi Ai, Deepa Hammaker, David L. Boyle, Rachel Morgan, Alice M. Walsh, Shicai Fan, Gary S. Firestein, Wei Wang

## Abstract

Stratifying patients on the basis of molecular signatures could facilitate development of therapeutics that target pathways specific to a particular disease or tissue location. Previous studies suggest that pathogenesis of rheumatoid arthritis (RA) is similar in all affected joints. Here we show that distinct DNA methylation and transcriptome signatures not only discriminate RA fibroblast-like synoviocytes (FLS) from osteoarthritis FLS, but also distinguish RA FLS isolated from knees and hips. Using genome-wide methods, we show differences between RA knee and hip FLS in the methylation of genes encoding biological pathways, such as IL-6 signalling via JAK-STAT pathway. Furthermore, differentially expressed genes are identified between knee and hip FLS using RNA-sequencing. Double-evidenced genes that are both differentially methylated and expressed include multiple *HOX* genes. Joint-specific DNA signatures suggest that RA disease mechanisms might vary from joint to joint, thus potentially explaining some of the diversity of drug responses in RA patients.

## Abstract (web summary)

Rheumatoid arthritis is an inflammatory disease that selectively affects different joints. Here the authors show that gene expression and DNA methylation patterns of fibroblast-like synoviocytes differ between hip and knee joints in patients with RA, thus providing epigenetic and transcriptomic evidence for this anatomic selectivity of inflammation.

Rheumatoid arthritis (RA) therapy remains an unmet medical need, despite improvement^1^, in part due to the diversity of pathogenic pathways in RA^2^. In addition, the methods used to assess therapeutic response in clinical trials focus on total disease burden rather than synovitis in individual joints^3^,^4^,^5^,^6^. The distribution of RA is generally symmetrical and often evolves from the small joints of the hands and wrists to more diffuse involvement. However, there is no information as to why some joints are commonly inflamed (metacarpal phalangeal joints), some are uncommon (distal interphalangeal joints) and some are mainly affected in severe late disease (hips). We hypothesized that epigenetic patterns in the unique cells that line joints, namely fibroblast-like synoviocytes (FLS), contribute to differences in synovial inflammation and clinical response.

Growing evidence suggests that epigenetics has an important role in the pathogenesis of RA, which is an immune-mediated disease affecting diarthrodial joints^7^,^8^. We previously identified a DNA methylation signature that distinguishes RA FLS from osteoarthritis (OA) FLS^9^. These cells display a unique aggressive phenotype in RA and contribute to synovitis and matrix destruction through the production of small-molecule mediators, cytokines and matrix metalloproteinases^9^,^10^,^11^. By integrating our DNA methylation data with gene expression and genome-wide association study data, several potential drug targets were identified^12^. In addition, we showed differences of epigenomic signatures in early RA and long-standing RA suggesting plasticity in DNA methylation over time^13^.

Characteristic changes of synovitis, including synovial lining hyperplasia and sublining infiltration with mononuclear cells, are present in many joint types during RA. However, previous studies did not reveal significant differences in histology or cytokine expression between various RA joints^14^. However, those studies focused primarily on candidate gene approaches and used relatively insensitive techniques, such as immunohistochemistry. Alternative methods to assess spatially defined pathogenic mechanisms include quantification of epigenomic marks and transcriptomes using unbiased techniques. For example, DNA methylation has been profiled in various human tissues, and location-specific epigenomic patterns control tissue development and differentiation^15^,^16^,^17^,^18^,^19^,^20^,^21^.

As joint-specific pathogenic differences could influence response to therapy, here we evaluate DNA methylation and gene expression signatures in hips and knees. We first expand our RA and OA sample sets and confirm the RA epigenomic signature in FLS. We then compare DNA methylation and the transcriptome from FLS isolated from these two sites and identify joint-specific signatures and pathways. These data suggest that distinct mechanisms of disease in different joints could contribute to the pathogenesis of RA and variable responses to therapy.

## Results

### Confirmation and expansion of DNA methylation signature

We collected an independent set of 19 RA and 5 OA FLS from total joint replacement surgeries to complement our previous data set of 11 RA and 11 OA samples. Genome-wide analysis of DNA methylation by Infinium HumanMethylation450 BeadChip was used to examine methylation levels of 485,512 loci on the cultured FLS. We first confirmed the DNA methylation signature of RA defined in our previous work. In all, 2,956 differentially methylated loci (DMLs) were identified between 19 RA and 5 OA, and 72.5% overlapped with DMLs identified in the original data set^9^. After mapping DMLs to gene promoter region, 71.5% of 450 differentially methylated genes (DMGs) overlapped (Hypergeometric test; *P* value=4.26e-284; Supplementary Data 1). We then identified significantly enriched pathways related to the DMGs. In all, 13 out of 31 enriched pathways overlapped with pathways identified previously (Hypergeometric test; *P* value<0.05; Table 1 and Supplementary Table 1). Interestingly, multiple enriched pathways involved with inflammation, immunity and matrix destruction, strengthening the conclusion that the DMGs are related to mechanisms of disease.

Next, we combined all of the samples (30 RA/16 OA) and identified 13,577 DMLs in 1,714 DMGs in the full data set. Sixty-seven significantly enriched pathways were identified, and 44 overlapped with the previous data, especially in pathways involving inflammation and immune responses (Supplementary Table 2). Using hierarchical clustering and principal component analysis (PCA), the 30 RA and 16 OA mainly segregated into two groups (Fig. 1a). The three possible outliers (RA_11 that clustered with OA samples and OA_14 and OA_15 that cluster with RA samples) shown in hierarchical clustering are positioned at edge of the RA and OA intersection in PCA plot and indicate that they are not outside the range for the specific disease (Fig. 1b).

### Joint-specific DNA methylation signatures in RA hip/knee FLS

The increased number of samples in our confirmatory data set allowed us to perform separate clustering and PCA analyses focused different individual joint locations. Hips and knees are the most common joints requiring arthroplasty in RA and OA, and we therefore restricted further analysis to these FLS. Figure 1b shows aggregation of patient samples on the basis of joints of origin and suggest that the methylation pattern of these FLS could be distinguished (see also Supplementary Table 3 for details). To define the location-specific DNA methylation signatures in RA, we performed a Welch's *t*-test on the methylomes of 12 RA knee FLS and 10 RA hip FLS. A total of 3,739 DMLs (2,232 hypermethylated and 1,507 hypomethylated in RA knee FLS compared with hip) were identified (Supplementary Data 1). After mapping the 3,739 DMLs to gene promoter regions, 500 DMGs were identified with 285 hypermethylated, 210 hypomethylated and 5 with both hypermethylated and hypomethylated CpGs in RA knee FLS (Supplementary Data 1). Using 3,739 DMLs between RA knee and hip FLS, PCA separates RA knee from hip FLS with one RA knee FLS located at the edge of RA hip (Fig. 2a).

### Comparison of RA knee/hip differences to RA/OA differences

We then consider how the within-disease RA joint-specific differences compared with the overall differences between RA and OA. The number of RA knee/hip DMLs was 72.4% lower than the number RA/OA DMLs, suggesting that distinction between RA knee/hip is quantitatively less than the difference between RA and OA. Further analysis show that 391 (10.5%) of 3,739 RA knee/hip DMLs overlap with 13,577 RA/OA DMLs defined in our combined data set (30 RA and 16 OA).

### DNA methylation signatures in OA knee and OA hip joints

DNA methylation loci that differentiate OA knee and OA hip joints were then examined (Fig. 2b). A total of 6,416 DMLs (3,820 hypermethylated and 2,596 hypomethylated) in the promoter region of 814 DMGs (467 hypermethylated, 336 hypomethylated and 11 with both hypermethylated and hypomethylated DMLs) were identified between OA knee and hip FLS (Supplementary Data 1). 2,178 DMLs of the total 3,739 RA knee/hip DMLs overlap with the OA knee/hip DMLs. These overlapped DMLs could represent joint-specific methylation patterns that are independent of disease and instead reflect location-specific epigenetic marks, that is, a pattern that defines a hip FLS from a knee FLS.

### Disease-specific differences in knees and hips

Because the DNA methylation of 30 RA and 16 OA FLS were compared previously as a group, we also performed RA/OA comparisons within knees (12 RA to 10 OA) and within hips (10 RA to 5 OA), respectively (Supplementary Fig 1a,b). In all, 9,589 DMLs and 1,275 DMGs were identified between RA and OA knee FLS and 2,172 DMLs and 373 DMGs between RA and OA hip joint FLS. Of interest, 1,315 RA/OA DMLs overlapped between hips and knees. The majority of these DMLs (87.9% and 80.6% of between-disease DMLs in knees and hips, respectively) overlapped with the previously identified 13,577 RA/OA DMLs in combined data set (30 RA and 16 OA). The data indicate that the disease differences are still consistent in these two joints. The DMLs and DMGs are listed in the Supplementary Data 1.

### Joint-specific biological pathway identification

To examine disease-specific enriched pathways in different RA joints based on DNA methylation, we compared RA knee with hip FLS and then removed pathways potentially due to non-RA-associated influences because they were also found in OA FLS. Twelve RA knee and 10 OA knee FLS were combined and compared with 10 RA hip and 5 OA hip FLS combined. Optimally, normal FLS would be used for this analysis, but these samples are difficult to obtain and usually lack annotation to definitively exclude joint disease. As a surrogate, we used the RA–OA joint combination to help exclude some non-specific pathways. Eleven unique differentially methylated biological pathways (Hypergeometric test; *P* value<0.05) were found between RA knee and RA hip FLS (Table 2). Of particular interest are IL-6 signalling via JAK-STAT, which suggested that IL-6-related mechanisms might distinguish hips and knees. To test this hypothesis, IL-6 expression was measured in whole hip and knee synovia; IL-6 expression was 10.8-fold higher in RA hips than knees (two-tailed unpaired *t*-test with Welch's correction; *P*-value=0.042; *n*=13 RA hip, 22 RA knee, 13 OA hip, 15 OA knee; Fig. 3). Of interest, IL-6 expression was also higher in OA hip compared with OA knee FLS (two-tailed unpaired *t*-test with Welch's corrections; fold difference=3.72; *P*-value=0.027).

### Biological validation of joint-specific FLS function

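Fibroblast-like synoviocytes (FLS) are the mesenchymal cells of the synovial lining, here grown in culture from synovium of RA joints. RNA was sequenced from 9 RA FLS lines, for which the sample labels and Fig. 4 give 5 knee and 4 hip lines. The text of the Results gives these numbers the other way round, and the labels were followed. Total RNA was depleted of ribosomal RNA, made into stranded libraries and sequenced with paired-end reads. According to the methods, the authors trimmed the reads with Cutadapt, aligned them to hg19 with STAR 2.3.0, counted reads per gene with HTSeq 0.5.4p5 and called DEGs with DESeq2. The deposited values are on a log2 scale after division by a size factor per library and a transformation that stabilizes the variance. Because this transformation can be undone, the reads per gene were recovered, and 100% of the values came out within 0.01 of a whole number. The recovered totals were 58234790 to 70364302 reads in the knee lines (median 60960892) and 59947520 to 67820108 in the hip lines (median 62504917). The paper states an average of 171.8 M sequenced reads per sample and a minimum of 154.5 M, while the values used here rest on the recovered reads. The 6 most abundant genes took 31.1% to 36.04% of the reads of a library, led by a gene with no symbol in the annotation used (13.4% on average), then noncoding RNAs of the signal recognition particle (RN7SL2, 7.14%) and of transcription control (RN7SK, 5.61%). Protein-coding genes took 62.3% ± 1.4 of the reads in the knee lines (SD, n = 5) and 63.5% ± 2.2 in the hip lines (SD, n = 4). Of 57820 genes, the 18676 with a mean of at least 10 normalized reads were tested with limma on the log2 values, as knee minus hip. A gene was counted as differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. The stabilized scale understates the fold change of genes with few reads, so normalized reads are given beside it. Genes were also tested with a negative binomial Wald test on the recovered reads, which was chosen after the values were seen. In simulated data with changed genes, 17.3% of its calls were false, against 4.01% for limma. Each simulated gene was drawn independently, with the dispersion that the negative binomial test estimated, so these shares are not those of the real calls.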

To determine whether the differences between hip and knee FLS extend to FLS function, we performed RNA sequencing (RNA-seq) experiments on 5 RA hip and 4 RA knee FLS lines. 

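The gene that passed both thresholds in limma was PDCD1LG2, which encodes PD-L2, a ligand of the inhibitory T cell receptor PD-1, and it was lower in knee than in hip FLS. It lies on chromosome 9 of GRCh37 from 5510531 to 5571282 and had 390 ± 74 normalized reads in the knee lines (SD, n = 5) and 848 ± 50 in the hip lines (SD, n = 4). Its log2 fold change was -1.09 (standard error 0.13, adjusted p = 0.0493 in limma), with every knee line below every hip line. A further pair of genes passed the adjusted p below a 2-fold change and were named after their values were seen. They were DCBLD2, a membrane receptor (log2 fold change -0.97, adjusted p = 0.0493 in limma, 1 knee line above the other 4), and PAPSS2, an enzyme that makes the sulfate donor for proteoglycans (-0.74, adjusted p = 0.0493 in limma). HAPLN1, the link protein that holds aggrecan to hyaluronan, had 711 ± 347 normalized reads in knee and 13260 ± 10910 in hip, with no overlap (log2 fold change -3.99, adjusted p = 0.0843 in limma). The suppressor of cytokine signalling SOCS2 lay the other way, with 1098 ± 279 normalized reads in knee and 406 ± 96 in hip (log2 fold change 1.37, adjusted p = 0.12 in limma). In limma 1 gene was called and 2475 genes had an unadjusted p under 0.05, where the threshold alone gives 934. Among 100 splits of the lines into 5 and 4, the highest other count was 3657. Of the 2475 genes, 1103 were higher in knee and 1372 in hip, but 1442 and 978 after quantile normalization and 1605 and 797 with scaling by library size. In 788 genes (4.22%) the knee and hip lines did not overlap, and chance gives 1.59%. The negative binomial test called 152 genes, 61 higher in knee and 91 higher in hip, and 150 of them had an unadjusted p under 0.05 in limma. Limma-voom called 0 genes at 2444 with an unadjusted p under 0.05, and 1 gene with sample quality weights. The limma count rose to 16 without knee replicate 2, to 7 without hip replicate 3 and to 3 without knee replicate 3, and fell to 0 without knee replicate 1, 4 or 5 or hip replicate 1 or 2, and without hip replicate 4 it was 1 gene higher in knee. The adjusted p of PDCD1LG2 ranged from 4.02e-10 in the negative binomial test to 0.32 over the other settings, apart from a test against a 1.5-fold change.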

We identified 107 differentially expressed genes (DEGs) comparing RA hip and knee FLS (Supplementary Data 1). 

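The 5 knee lines and 4 hip lines were compared over the 500 genes with the largest variance across all 9 lines, chosen without the joint labels. Lines of different joints lay farther apart than lines of one joint, with a mean Euclidean distance of 39.8 between joints and 34.0 within a joint. The ratio of 1.17 was the highest of all 126 splits of the lines into 5 and 4 (one-sided exact permutation test, p = 0.0079, the smallest this design allows), and the highest of the other splits gave 1.14. In a PCA of these genes, the second component (22.5% of the variance) separated all knee lines from all hip lines (exact permutation test, p = 0.0079), by a gap of 0.89 on a range of 43.9 that 1 hip line at -30.3 sets, and 1 knee line lay nearer the other hip lines than the other knee lines on it. The first component (30% of the variance) did not separate them (exact permutation test, p = 0.0556), since 1 hip line lay among the knee lines on it. With the genes of the HOX clusters left out, the ratio was 1.16 (exact permutation test, p = 0.0079). Without knee replicate 1 the ratio was 1.11 (exact permutation test, p = 0.0571), as it was without knee replicate 5 (exact permutation test, p = 0.0571). With the 100 most variable genes, all tested genes or a distance of 1 minus the Spearman correlation, another split gave a higher ratio than the joints. Its ratios were 1.19, 1.13 and 1.32, against 1.15, 1.12 and 1.31 for the joints (exact permutation test, p = 0.0159 in each).

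**Figure D1:**
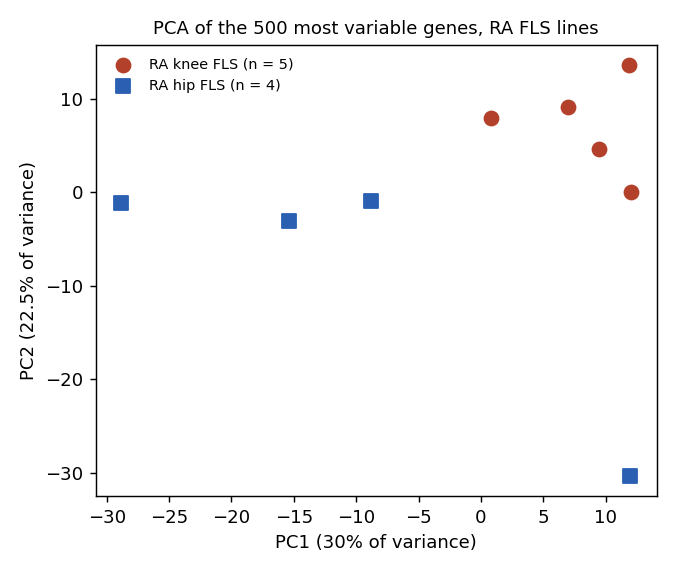
PCA of the 9 RA FLS lines over the 500 genes with the largest variance of the deposited log2 values. The horizontal axis is the first component (30% of the variance) and the vertical axis the second (22.5%), circles are knee lines (n = 5), squares are hip lines (n = 4), and all knee lines lie above all hip lines on the second component, by a narrow gap.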

PCA shows that RA knee and RA hip FLS segregate from each other (Fig. 4). 

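Genes of the pathways in Table 3 were compared as lists. Among coagulation genes, F3 (tissue factor, which starts clotting) had 2051 ± 1151 normalized reads in knee (SD, n = 5) and 6094 ± 2954 in hip (SD, n = 4). It passed limma adjusted over the list alone as higher in hip, as did the protease inhibitor SERPINE2, whereas A2M (alpha-2-macroglobulin) was higher in knee, at 75.0 ± 56.2 and 14.9 ± 5.7 normalized reads. Of 21 coagulation genes, 2 were higher in knee and 4 in hip adjusted over the list alone, and 15 did not pass. Of 37 acute phase genes, 27 had a higher mean in knee, with a median log2 fold change of 0.35, and SOCS2 passed adjusted over the list alone. The lipopolysaccharide binding protein LBP had 67.2 ± 26.3 normalized reads in knee and 21.0 ± 13.8 in hip. Camera placed the acute phase list above other genes in knee (adjusted p = 0.000376 over 36 lists), but not with an estimated correlation (adjusted p = 0.594). In the list of gap junction and Gq signalling, 6 of 34 genes passed adjusted over the list alone, 2 higher in knee and 4 in hip. They include the serotonin receptor HTR2B, higher in knee (log2 fold change 1.56), and the phospholipases PLCB4 (-1.76) and PLCB1 (-1.08) and the guanylate cyclase subunit GUCY1B1 (-1.29), higher in hip. Of 12 enzymes of tryptophan, NAD and glutamate breakdown, GAD1, which makes 4-aminobutyrate from glutamate, was higher in hip (11.8 ± 6.5 normalized reads in knee, 71.6 ± 27.4 in hip) and HAAO was higher in knee (46.3 ± 8.7 and 19.4 ± 6.6), both adjusted over the list alone. Of 18 genes of the growth hormone and IGF axis, 4 were higher in knee, among them the receptor GHR (log2 fold change 0.54), and IGFBP3, an IGF binding protein, was higher in hip (-1.07), adjusted over the list alone. PADI1, which turns arginine in proteins into citrulline, had 11.2 ± 5.0 normalized reads in knee and 40.3 ± 25.1 in hip, and PADI2 28.9 ± 25.8 and 60.97 ± 29.8. PADI1 passed adjusted over the 2 tested members of its list alone. None of 57 fibrosis genes passed limma adjusted over the list alone, 13 had an unadjusted p under 0.05 and 3 were called by the negative binomial test; ACTA2, the smooth muscle actin, had a log2 fold change of -1.15 and PDGFRB of 0.81. A single hip line stood above the other 3 for LBP, PLCB1 and GHR. In limma 0 of these genes passed over all 18676 genes, while the negative binomial test called 3 coagulation, 4 acute phase and 5 gap junction and Gq genes. The 3 coagulation genes that passed over the list alone with at least a 2-fold change became 0 without knee replicate 3 or 5 or hip replicate 1 or 2 or after quantile normalization, and 5 without hip replicate 4. The 1 such acute phase gene became 8 without hip replicate 3, and 2 without knee replicate 1 or 2 or hip replicate 1.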

The enriched biological pathways related to the DEGs are shown in Table 3. 

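Among 57 genes of IL-6 signalling, 28 had a higher mean in knee and 29 in hip. The genes with the smallest p included AKT1, a kinase of growth factor signalling (2396 ± 102 normalized reads in knee, SD, n = 5, and 2966 ± 213 in hip, SD, n = 4), and CYP19A1, the aromatase that makes oestrogens (170 ± 99 and 47.7 ± 8.6). No gene of the list passed limma, either over all genes or adjusted over the list alone, though 10 had an unadjusted p under 0.05, and the negative binomial test called 3. As a set, the genes differed between the joints in either direction (limma's fry, mixed adjusted p = 0.00995 over 36 lists, but 0.0997 without hip replicate 2). They did not move on balance one way (limma's fry, adjusted p = 0.881). The mixed test does not compare a list with other genes, and 16 of the 36 lists passed it. Of all 18676 tested genes, 2475 had an unadjusted p under 0.05, so this test cannot show a result particular to this list. In a second list of 31 IL-6 family cytokines and JAK-STAT genes, SOCS2 passed adjusted over the list alone. Other members with a small p were the transcription factors STAT5A (log2 fold change 0.53) and STAT2 (0.57) and the cytokine IL11 (-1.02, adjusted p = 0.257 in limma). IL6 itself had 846 ± 252 normalized reads in knee and 973 ± 454 in hip, a log2 fold change of -0.11 (standard error 0.33, adjusted p = 0.906 in limma), which was above 0 without knee replicate 4 or hip replicate 2 or 4. The kinases JAK1 (log2 fold change 0.23), JAK2 (0.02) and TYK2 (-0.04) had adjusted p of 0.461, 0.95 and 0.912 in limma. MAPK14 (p38) had a log2 fold change of 0.06 (standard error 0.06) and MAPK3 (ERK1) had 0.06 (standard error 0.15), with adjusted p of 0.685 and 0.873 in limma. Without 1 line, up to 2 IL-6 signalling genes passed adjusted over the list alone with at least a 2-fold change, and 2 of them without hip replicate 3.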

Of interest, the ‘IL-6 signalling' pathway previously shown for DMGs was also observed for the RA knee and hip transcriptomes. Comparing 495 hyper- or hypo-DMGs, ten genes overlap (*SORBS2, HOXD3, LDLRAD4, EMB, HOXD10, HOXD9, HOXD-AS1, WNT5A, HOXB2, HAND2*). 

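All 10 genes differed by at least 2-fold between knee and hip FLS, and 5 of them did not overlap between the joints. SORBS2, an adaptor protein of the actin cytoskeleton (chromosome 4 of GRCh37, 186506598 to 186877806), had 3109 ± 515 normalized reads in knee (SD, n = 5) and 976 ± 420 in hip (SD, n = 4). HOXD3, HOXD9 and HOXD10, neighbours in the HOXD cluster on chromosome 2 (176973518 to 177037830), had 214 ± 54, 124 ± 54 and 60.6 ± 39.3 normalized reads in knee and 80.9 ± 17.0, 27.6 ± 19.8 and 2.3 ± 1.8 in hip. LDLRAD4, an inhibitor of TGF-beta signalling, had 370 ± 94 in knee and 137 ± 39 in hip. The hip lines had more of EMB, a cell adhesion protein (452 ± 288 in knee, 2140 ± 1276 in hip), of WNT5A, a secreted ligand of non-canonical WNT signalling (3025 ± 992 and 8173 ± 4440), of HOXB2 (33.9 ± 30.4 and 148 ± 38) and of HAND2, a transcription factor of the limb bud (103 ± 101 and 381 ± 20, with 1 knee line far above the other 4). HOXD-AS1, now called HAGLR, had 108 ± 46 normalized reads in knee and 32.7 ± 15.5 in hip, but it lies antisense to HOXD genes, and whether reads were counted by strand is not stated, so its value is uncertain. In limma the unadjusted p of the 10 genes lay between 6.61e-05 and 0.0084 and their adjusted p over all genes between 0.12 and 0.263, so that 0 of them were called, against all 10 in the negative binomial test. All 10 passed adjusted over the list alone, which is not independent evidence, since the paper chose them on these samples. Of 260 tested promoter DMGs of Supplementary Data 1, the negative binomial test called 14 where 2.26 were expected (one-sided Fisher's exact test, p = 6.31e-08). Limma called 0, with 21 at an unadjusted p under 0.05 and at least a 2-fold change, where 3.6 were expected (one-sided Fisher's exact test, p = 8.83e-11). Both tests treat genes as independent, though HOXD3, HOXD9, HOXD10 and HAGLR lie in the same cluster. The DMGs were also chosen by joint, on lines that may include these. Without knee replicate 2, limma called 7 of the DMGs, and without hip replicate 3 it called 1. By Supplementary Data 1, 8 of the 10 genes have hypermethylated promoters in knee, and 6 of these were higher in knee, while the 2 with hypomethylated promoters, EMB and HAND2, were lower in knee. The paper takes these genes as those that differ between the joints in both methylation and expression.

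**Figure D2:**
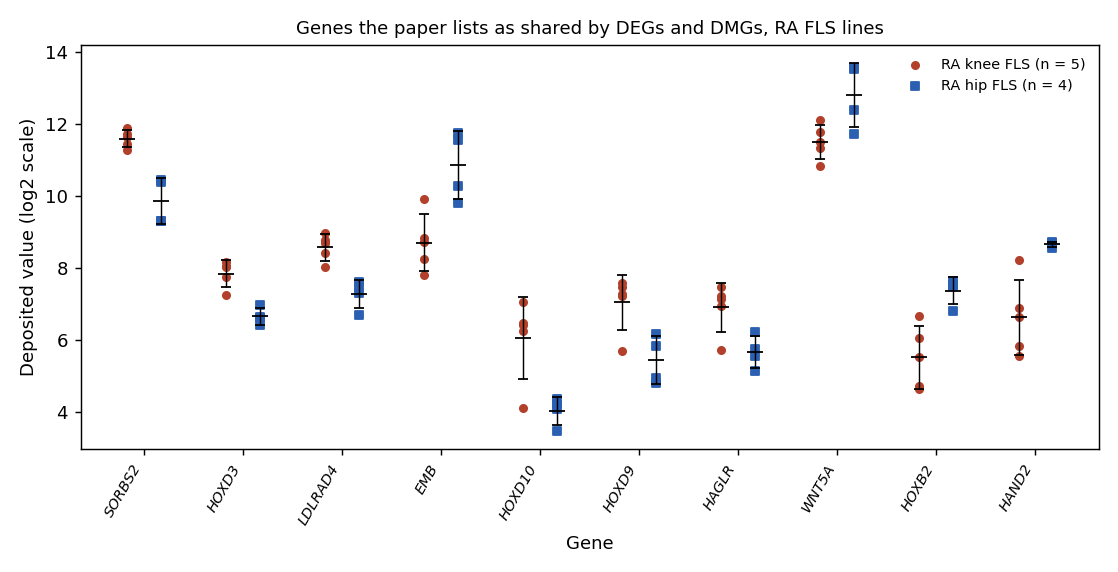
Expression of the 10 genes that the paper lists as both DEGs and DMGs in RA FLS, with the deposited values on a log2 scale on the vertical axis. Each point is a line (circles, knee, n = 5; squares, hip, n = 4) and bars are the mean and SD; SORBS2, HOXD3 and LDLRAD4 are higher in every knee line, and HOXB2 and HAND2 in every hip line.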

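HOX genes, which encode the transcription factors that set position along the body axis and the limb, were compared gene by gene and as a set. In the HOXD cluster, HOXD4 and HOXD8 had more reads in knee, besides HOXD3, HOXD9 and HOXD10. HOXD8 had 651 ± 78 normalized reads in knee (SD, n = 5) and 424 ± 86 in hip (SD, n = 4). HOXA13, a gene of the distal limb, was also higher in knee (220 ± 102 and 69.9 ± 20.5). Genes of the HOXB cluster had more reads in hip: HOXB3 had 15.0 ± 22.6 normalized reads in knee and 64.5 ± 28.2 in hip, HOXB4 had 13.7 ± 28.9 and 67.8 ± 36.1, and HOXB7 had 13.7 ± 30.7 and 73.4 ± 29.7. In the HOXC cluster the largest counts were those of HOXC10, at 669 ± 81 in knee and 1016 ± 87 in hip (log2 fold change -0.59, standard error 0.11). Of 26 HOX genes tested, 15 passed limma adjusted over the list alone, 6 higher in knee and 9 in hip, and 8 of them differed by at least 2-fold. Over all genes, 0 passed in limma, where 16 had an unadjusted p under 0.05, and 5 were called by the negative binomial test. The set changed in either direction (limma's fry, mixed adjusted p = 0.00157 over 36 lists), and did not pass the test of a move one way on balance (adjusted p = 0.458). HOXA genes other than HOXA10 and HOXA13 did not pass, such as HOXA9 (487 ± 54 and 509 ± 64). Of 14 noncoding RNAs of the clusters, 4 passed adjusted over the list alone, among them HOXC-AS3, higher in hip (log2 fold change -0.72), and MIR10B, higher in knee (0.67), both of which overlap or adjoin HOX genes and are uncertain without strand. In 1 of the 5 knee lines, HOXB7 stood at 68.6 normalized reads, while the other 4 knee lines had 0, and a single knee line also stood apart for HOXB3, HOXB4, HOXA10 and HOXD4, as a hip line did for HOXA9. HOXA3, HOXB3, HOXB7, HOXC4, HOXC6 and HOXD3 have annotated spans that hold other HOX genes of their clusters, among them HOXB4, HOXC8, HOXC9 and HOXD4, so the reads of all these genes are uncertain too. Of 63 other genes of limb patterning, 6 passed adjusted over the list alone, 1 higher in knee and 5 in hip. TBX18 was higher in knee (4531 ± 533 normalized reads and 2475 ± 937 in hip), and SOX9, the regulator of cartilage formation (93.3 ± 24.8 and 182 ± 39), and MEIS1, a HOX cofactor (539 ± 348 and 1235 ± 141), were higher in hip, with 1 knee line apart from the other 4 for both TBX18 and MEIS1. Of 22 WNT ligands and receptors, none passed adjusted over the list alone, with log2 fold changes of -0.75 for WNT5B, 0.49 for FZD1 and -0.60 for FZD7; 4 had an unadjusted p under 0.05 in limma and the negative binomial test called 1. None of 13 WNT antagonists and targets passed either, with 1 at an unadjusted p under 0.05 in limma and 0 in the negative binomial test. The 8 HOX genes past a 2-fold change over the list alone numbered 4 with a filter of at least 1 CPM. The 2 such limb genes became 8 without knee replicate 2, 5 without hip replicate 3, 1 without hip replicate 4 and 0 without any other line.

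**Figure D3:**
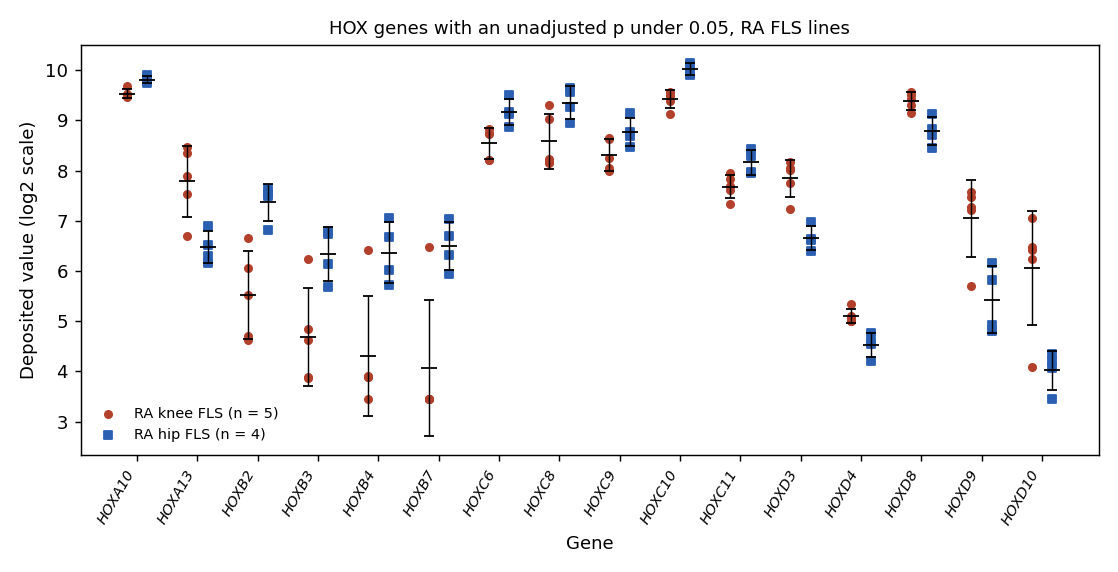
Expression of the 16 HOX genes with an unadjusted p under 0.05 in limma, with the deposited values on a log2 scale on the vertical axis. Each point is a line (circles, knee, n = 5; squares, hip, n = 4) and bars are the mean and SD; HOXA13 and the HOXD genes have higher means in knee, and HOXA10 and the HOXB and HOXC genes in hip. The spans of HOXB3, HOXB7, HOXC6 and HOXD3 hold other HOX genes, which makes their reads uncertain.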

The overlap with genes associated with development, such as *HOX* and *WNT*, is especially striking. As a control, we also test pathways enrichment by randomly picking 10 groups of 107 human genes and performing pathway analysis. As expected, some of these gene sets reach statistical significance. However, in contrast to our RNA-seq data, the number of ‘enriched' pathways is much smaller for each gene set (usually five to ten) and the pathways are quite random and not related to immune function (data not shown).

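The 152 genes of the negative binomial test, of which 144 have a symbol, were compared with 36 gene lists, 11 of which held more of them than expected at an unadjusted one-sided Fisher's exact p under 0.05, and 6 at an adjusted p under 0.05. The 6 lists were HOX genes, gap junction and Gq signalling, acute phase response, growth hormone and IGF axis, coagulation system, and tryptophan, NAD and glutamate breakdown. They are not separate, since some share called genes. SOCS2 is in both the acute phase and the growth hormone list, and A2M in both the coagulation and the growth hormone list. HOX genes contributed 5 of the 144 (adjusted p = 9.52e-05), gap junction and Gq signalling 5 (adjusted p = 0.00019) and acute phase response 4 (adjusted p = 0.00349). Of 1000 random sets of 144 tested genes, none had as many lists, with a mean of 0.552 and a highest number of 6. Several of the 36 lists were written after the pathway names of Table 3, which came from these samples, so that their number is not independent evidence. With the 1 gene called by limma, 0 lists passed. Ingenuity pathway analysis was not run here.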

### Potential therapeutic implications

To explore how differences in methylation and gene expression could affect joint-specific responses to drugs, we compiled a partial list of relevant anti-rheumatic drugs approved for use, in clinical trials or discontinued. This list of RA drugs was then assigned to the drug targets in joint-specific enriched RA knee or hip biological pathways (Table 2). Figure 5 shows one example of this analysis focused on the pathway ‘role of JAK family kinases in IL-6-type cytokine signalling'. Six RA drug targets were identified in the pathway, including IL-6, JAK1, JAK2, Tyk2, p38 MAPK and ERK1/2. Among the assigned RA drugs, tocilizumab and tofacitinib that target IL-6 and JAKs, respectively, are currently approved for use in RA. It is worth noting that several promising drugs with abundant pre-clinical data had only modest or no efficacy in RA, such as MEK and p38 inhibitors. Based on our data, we speculate that efficacy could have been under (or over) estimated if joint-specific pathways were not taken into account.

## Discussion

Our studies demonstrate joint location-specific epigenetic marks that could contribute to local pathogenic and developmental mechanisms. We focused on FLS for a variety of reasons, most notably because they display a unique aggressive phenotype in RA and contribute to cytokine production and joint damage. They also have not been targeted by new therapeutics and are a treatment opportunity that would not affect adaptive immunity^22^. Finally, FLS are a homogeneous population compared with the mixture of cells that populate the inflamed synovium and create complexity when trying to deconvolute data.

Using FLS and the expanded data set, we first confirmed the DNA methylation signature of RA defined in our previous study. We then showed that RA FLS have distinct DNA methylation and gene expression patterns based on the joint of origin. These data suggest that joints might differentially respond to highly targeted therapeutic agents and that this possibility should be considered in clinical trial design.

Our analysis has potential limitations, in part, because of the nature of arthroplasty surgery today. Hip and knee surgeries are the most common in RA and OA, which limits our ability to sample enough synovia from other joints. We also could not compare within-patient samples (that is, hip and knee from the same patient) because patients rarely have simultaneous arthroplasties. The use of cultured FLS introduces potential for the influence of culture conditions; current technology precluded the use of ‘primary' FLS. Nevertheless, the FLS methylation profile is stable despite prolonged culture and the aggressive FLS phenotype is maintained for months after isolating from synovial tissue^9^,^23^. Furthermore, hip and knee FLS were purified and grown the same way but still had very different methylomes and transcriptomes. Finally, our population is enriched for longstanding disease, which would be an advantage because it decreases the potential for epigenetic differences that might be based on duration of disease^13^. Despite these limitations, RA- and joint-specific genes and pathways were identified suggesting distinct pathogenic mechanisms can be identified even when potential disease-independent differences were taken into account.

The notion that all joints exhibit similar pathology in RA has been evaluated. For example, no significant differences in histology and cytokine expression in various joints were observed using immunohistochemistry^14^. The differences between our results and previous studies are likely due to the sensitivity of techniques and the use of unbiased rather than candidate gene approaches. One interesting corollary relates to the observation that FLS can potentially migrate from joint to joint^24^. Therefore, location-specific signatures suggest that local conditions could shape the epigenome after cells arrive.

We also compared the magnitude of RA hip/knee differences with RA/OA differences using computational methods. As expected, within-disease changes (for example, RA hip to RA knee) were less than the differences between RA and OA. Pathways and genes that are most likely related to hip and knee development because they were shared across diseases were estimated and subtracted from the RA hip and knee data to estimate RA-specific changes. The RA hip- or knee-specific pathways are related to inflammation and immune responses and support the notion that RA joints could have distinct pathogenic mechanisms.

Among the differences between hips and knees, we were struck by the preponderance of developmental genes that emerged in both transcriptomics and methylomics studies. The highly conserved *HOX* genes encode transcription factors of embryonic development that regulate limb morphogenesis and skeletal formation. During vertebrate embryo development, the *HOX* genes specify regional differences along the anterior–posterior axis^25^. The location-specific expression of *HOX* genes might contribute to defining joint-specific biology and function, and the impact on pathogenesis of disease is not fully understood. Differential expression of *HOX* genes in RA has been previously identified and supports the notion that the genes and pathways are not random^26^,^27^,^28^.

The clinical relevance of joint-specific pathways could be important when considering how drugs are tested in RA clinical trials. Current metrics do not distinguish which joints respond; instead, only the total number of swollen and tender joints is counted. Thus, investigators could potentially overlook site-specific responses or patterns. Hips are rarely evaluated in most clinical trial tools, such as the DAS28 (refs 29, 30), so a differential response in the hip would be missed entirely. Thus, clinical trialists had no method to determine whether individual joints differentially respond to targeted agents; to date, there was no particular reason to do so to consider this issue. Because our study found location-specific methylation and transcriptome signatures, it raises the possibility that asynchronous responses might occur with RA therapies. Although speculative, this could be an important consideration that in the context of clinical trials.

In conclusion, we have shown joint-specific differences in epigenetic imprinting and gene expression. Some of these differences could be due to the role of FLS in joint development. However, RA-specific differential gene expression and methylation pathways are also evident. The methylome and transcriptome differences between knees and hips in RA could potentially contribute to differential responses to highly targeted agents.

## Methods

### Synovial tissue and cell culture conditions

This study was approved by the Institutional Review Board of University of California, San Diego School of Medicine, and informed consent was obtained from all participants. Synovial tissue was obtained from patients with RA and OA at the time of total joint replacement or synovectomy, as previously described. In addition to the confirmatory samples, previously 11 RA and 11 OA (all female) reported synovial tissues were obtained with the same methods under the same Institutional Review Board approval.^9^,^10^ The diagnosis of RA conformed to American College of Rheumatology 2010 criteria^31^. The synovium was minced and incubated with 0.5 mg ml^−1^ collagenase type VIII (Sigma-Aldrich) in serum-free RPMI-1640 (Life Technologies) for 1 h at 37 °C, filtered, extensively washed and cultured in DMEM (Life Technologies) supplemented with 10% heat-inactivated fetal bovine serum (Gemini Bio Products) and supplements (penicillin, streptomycin, gentamicin and glutamine) in a humidified 5% CO_2_ atmosphere. Cells were allowed to adhere overnight, non-adherent cells were removed. Adherent FLSs were split at 1:3 when 70–80% confluent and used from passages 4 through 7 (ref. 32). Optimally, normal FLS would also be used for this analysis, but these samples are difficult to obtain and usually lack annotation to definitively exclude joint disease.

### FLS and patient phenotypes

Genomic DNA from RA (*n*=19; all female; average age 56) and OA (*n*=5; all female; average age 66) FLSs were isolated from patients requiring total joint replacements. Among the total 30 RA samples, 12 FLS were obtained from patient knees and 10 were from hips. Of 16 OA samples, 10 FLS were from knees and 5 were from hips. The origins of other joint samples are listed in Supplementary Table 3. Because some samples were de-identified, the joint of origin was not known. These samples were included in the overall assessment of RA compared with OA but not in the hip versus knee comparison.

### BeadChip analysis

DNA methylation level was measured using the Illumina Infinium HumanMethylation450 chip and processed with minfi package in R. The combined data set including 30 RAs and 16 OAs were normalized via the wateRmelon package in R (dasen function). CpGs with more than three detection *P*-values>0.01 were filtered out for OA and RA at each locus. The methylation level at individual locus was reported as *β* values, which varies from 0 (unmethylated) to 1 (fully methylated).

### DML and DMG identification

A Welch's *t*-test was performed to identify the significant DMLs. The *P*-values were subjected to a multiple testing correction and converted to *q* values using fdrtool package in R. To consider a DML, two conditions were used: (i) the differences of average *β* values were greater than 0.1 and (ii) *q* values were less than 0.05. DMLs located in the gene promoter regions were assigned to the corresponding genes, which were defined as DMGs. A promoter region of a gene is defined as −2,500 to 500 bps from the transcription start site. RefSeq genes, obtained from Genome Browser in University of California, Santa Cruz, were used to define the gene regions.

### Hierarchical clustering and PCA

Based on defined DML sets, hierarchical clustering was performed using *heatmap.2* function in R. Pearson correlation was used to calculate the distance matrix and *UPGMA* was adopted as the agglomeration method in hierarchical clustering. PCA was also performed to assess the relationships between different FLS types by *FactoMineR* (PCA function) in R.

### Unique RA knee and hip pathway enrichment analysis

To identify distinguished pathways, DMGs were mapped to Ingenuity pathway analysis (Qiagen; www.qiagen.com/ingenuity) and evaluated for enrichment. To identify the unique RA knee and hip pathways, (i) enriched biological pathways were combined using all DMGs, hypermethylated DMGs and hypomethylated DMGs between 12 RA knee and 10 RA hip; (ii) to avoid the RA-independent differences between knees and hips, knee FLS were represented by combining 12 RA-knee FLS and 10 OA-knee FLS, whereas hip FLS by combining 10 RA-hip FLS and 5 OA-hip FLS. All/hypermethylated/hypomethylated DMGs were identified and enriched biological pathways were combined; (iii) then, the unique pathways that distinguish RA knee and RA hip FLS were computed as by excluding pathways identified in (ii) from (i). To allow more enriched pathways included at each step, *P*-value cutoff of 0.1 was used. The final combined list only displayed unique pathways with *P*-values<0.05.

### Assigning RA drugs to uniquely enriched pathways

A list of current therapeutics to treat RA was obtained through the American College of Rheumatology website and the 2012 clinical practice guide^33^. Drugs in clinical trials were identified through the clinicaltrials.gov website and a literature search for RA clinical trials. Drugs were included if they are in use for, are currently under testing for or have been tried for RA. Ingenuity pathway analysis was used to analyse the pathways and cross-reference with the list of drug targets.

### RNA-seq data generation and processing

Total RNA was extracted and the quality of all samples was evaluated using an Agilent Bioanalyzer (Agilent). The samples had an average RNA integrity number of 9.4 with a minimum of 7.5. Sequencing libraries were prepared using TruSeq Stranded Total RNA RiboZero protocol from Illumina with an input of 400 ng RNA. Libraries were pooled and sequenced with an Illumina HiSeq 2000 with paired-end 100 bp flow cell. The average number of reads per sample was 171.8 million reads with a minimum of 154.5 million reads. Data were demultiplexed using Illlumina's CASAVA software. Raw read quality was evaluated using FastQC.

Adapter and low-quality bases below a quality score of 15 were trimmed from raw RNA-seq reads using Cutadapt. After trimming, reads with less than 30 bp were further discarded. The remaining reads were aligned to human reference genome hg19 using STAR (2.3.0) and assembled and quantified by HTSeq (0.5.4p5). DEGs were identified using DESeq2 package in R. To consider a DEG, twofold change of gene expression levels between RA knee and RA hip should be achieved and the Benjamini–Hochberg adjusted *P*-value is less than 0.05. For the following analysis, transcription levels were then converted to log2 of the normalized counts.

### Quantitative real-time PCR

Total RNA from synovial tissue was isolated using RNASTAT-60 and reverse transcribed (Applied Biosystems). The cDNA served as template for amplification by qPCR using TaqMan Gene Expression assays (StepOnePlus Instruments, Applied Biosystems). Data are presented as relative expression units, which uses the standard curve method and normalizes the Ct values to β-actin^34^. Primers were purchased from Life Technologies.

### Data availability

Data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession codes GSE80071 and GSE80072. Data referenced in this study are available in Gene Expression Omnibus with the accession code GSE46364. All other relevant data are available from the corresponding authors.

## Additional information

**How to cite this article**: Ai, R. *et al*. Joint-specific DNA methylation and transcriptome signatures in rheumatoid arthritis identify distinct pathogenic processes. *Nat. Commun.* 7:11849 doi: 10.1038/ncomms11849 (2016).

## Supplementary Material

Supplementary Information Supplementary Figure 1 and Supplementary Tables 1-3.

Supplementary Data 1 DMLs identified between confirmatory set of 19 RA and 5 OA

## Figures and Tables

**Figure 1:**
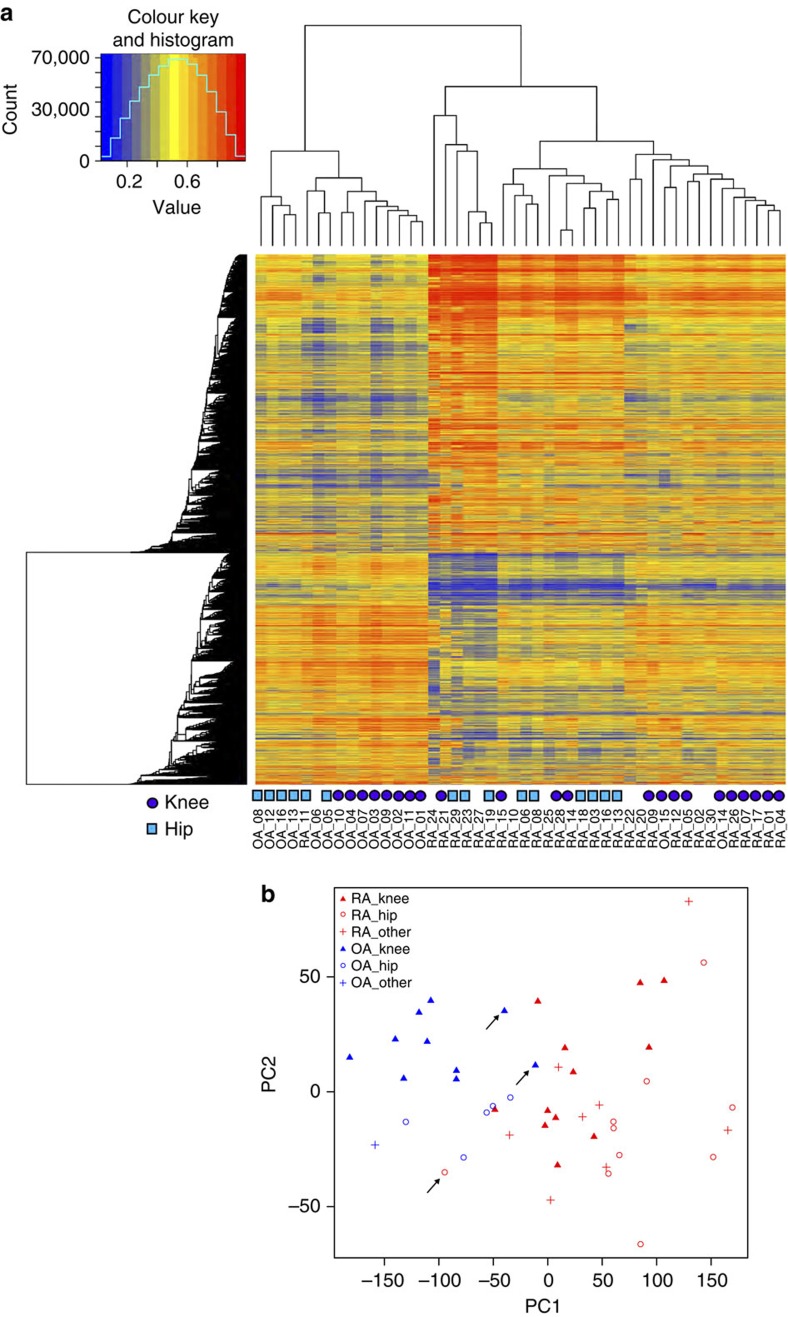
Unbiased clustering of a combinatory set of 30 RA and 16 OA. (**a**) Hierarchical clustering separated RA and OA into two groups (with three possible outliers: RA_11, OA_14 and OA_15). The FLS origins from knee and hip were labelled with purple circle and cyan square, respectively. The other unlabelled samples include FLS from other joints or where the source was unknown. (see Supplementary Table 3 for details). (**b**) PCA also divided RA and OA with the three possible outliers (arrows) at the edge of separation, indicating that these FLS lines were within the margins for their respective disease.

**Figure 2:**
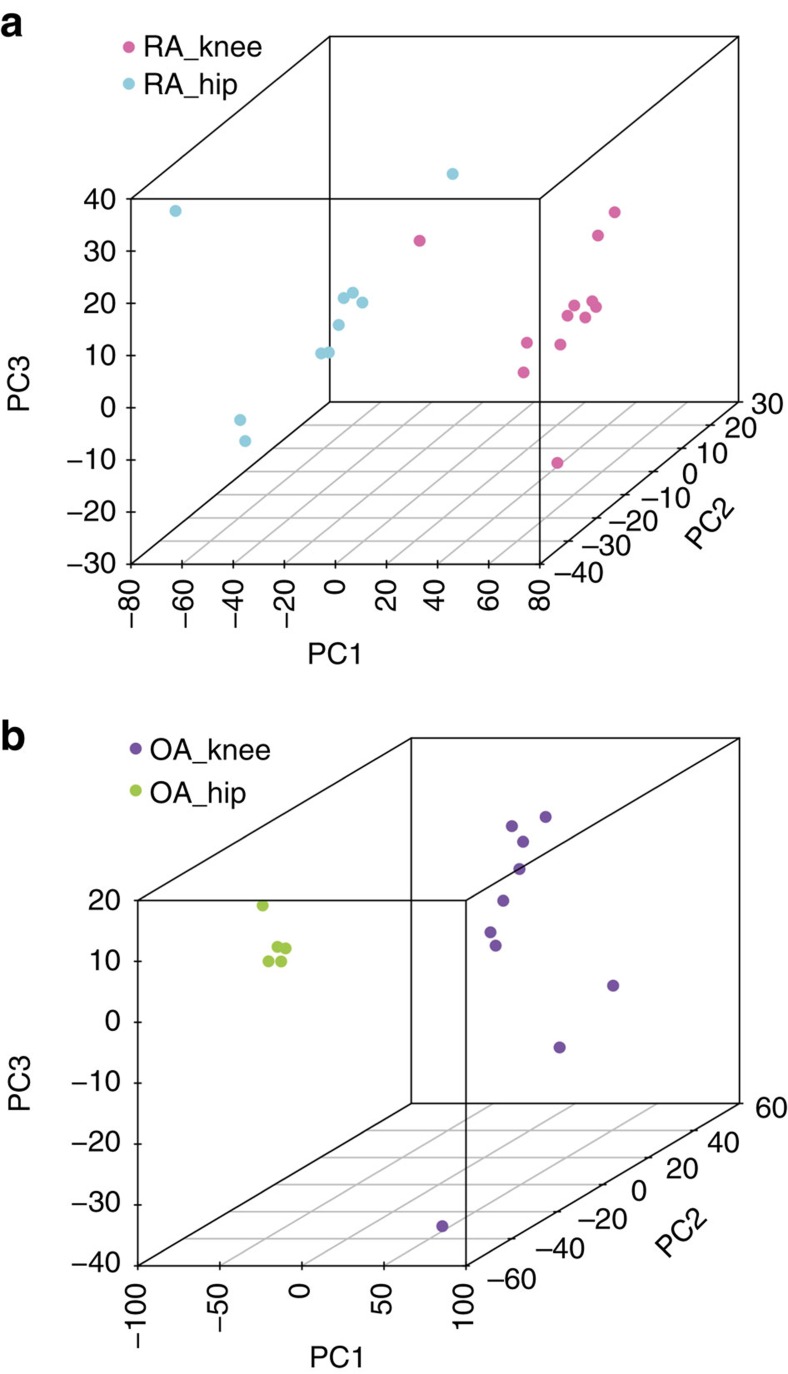
PCA of RA and OA joints by knee or hip methylation signatures. (**a**) Separation of RA knee and RA hip FLS using 3,739 DMLs. (**b**) Separation of OA knee and OA hip using the 6,416 DMLs. See text for description of how these DMLs were identified.

**Figure 3:**
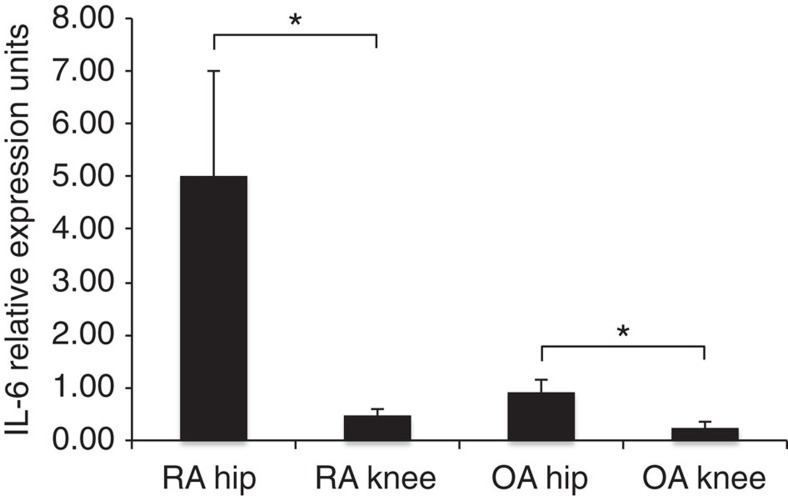
Synovial IL-6 expression levels using quantitative PCR. Intact synovial tissue was processed as described in the Methods and evaluated for IL-6 mRNA transcripts. Note that IL-6 gene expression is higher in RA than OA, and within-disease, higher in hip than knee. *P-values<0.05, calculated by two-tailed unpaired *t*-test with Welch's correction (*n*=13 RA hip, 22 RA knee, 13 OA hip, 15 OA knee). Data presented as mean±s.e.m. (see the Methods for details).

**Figure 4:**
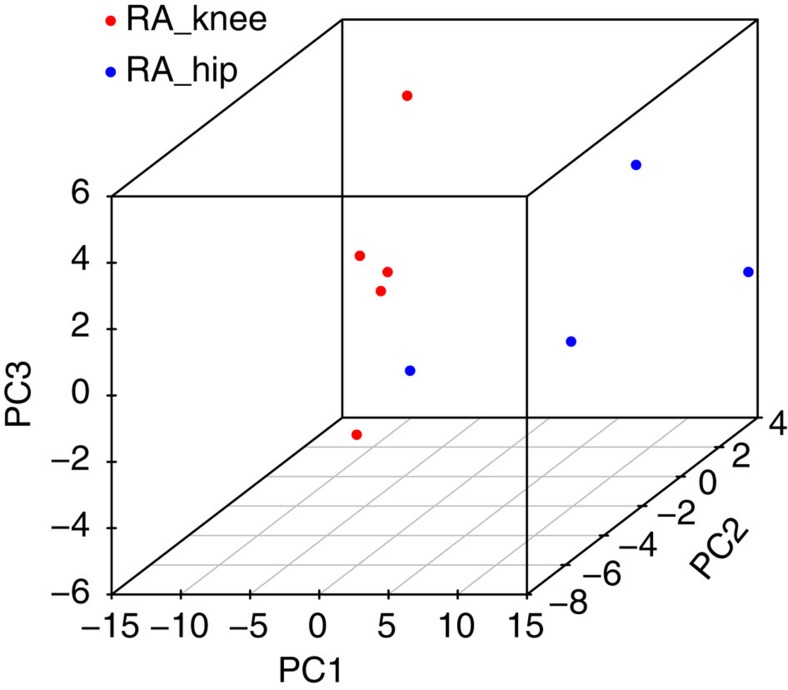
PCA of RA knee and RA hip FLS by differential gene expression analysis using RNA-seq. Distinct gene expression patterns were demonstrated that separated knee and hip transcriptomes. The PCA plot was generated using 107 DEGs between RA knee and hip FLS, with gene expression fold-change >2 and Benjamini–Hochberg adjusted *P*-values<0.05.

**Figure 5:**
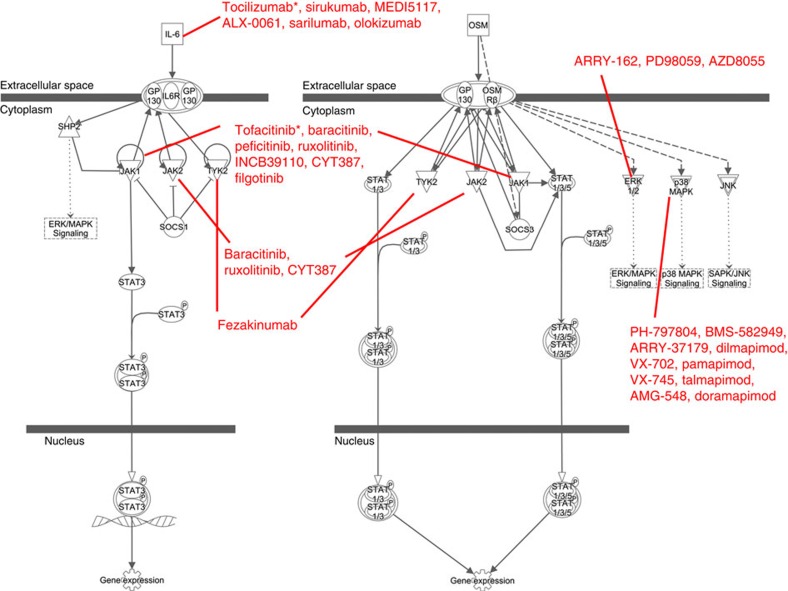
Representative joint-specific enriched biological pathway. The ingenuity pathway analysis ‘role of JAK family kinases in IL-6-type cytokine signalling' pathway is shown along with RA drug targets and anti-rheumatic drugs approved for use, in clinical trials or discontinued. Six RA drug targets were identified that have potential for differential responses between hips and knees, including IL-6, JAK1, JAK2, Tyk2, p38 MAPK and ERK1/2. Among the assigned RA drugs, tocilizumab and tofacitinib (labelled with *) that target IL-6 and JAKs, respectively, are currently approved for use in RA in the United States. The network was generated through the use of QIAGEN's Ingenuity Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity)

**Table 1:** Overlapped enriched methylation pathways between confirmatory and previous data sets.

**IPA pathways**	**Confirmtory set: 19 RA-5 OA**		**Previous set: 11 RA-11 OA**	
	**-log (*****P*****-value)**	**Ratio**	**-log (*****P*****-value)**	**Ratio**
Role of osteoblasts, osteoclasts and chondrocytes in rheumatoid arthritis	3.07	0.06	3.28	0.13
Atherosclerosis signalling	2.68	0.07	2.98	0.15
Hepatic fibrosis/hepatic stellate cell activation	2.35	0.05	4.31	0.15
Type II diabetes mellitus signalling	2.21	0.06	2.04	0.13
Role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis	2.04	0.04	2.22	0.11
Leukocyte extravasation signalling	1.50	0.04	2.28	0.12
ERK5 signalling	1.50	0.06	1.62	0.14
Angiopoietin signalling	1.45	0.06	1.54	0.14
DHA signalling	1.42	0.08	1.36	0.15
T helper cell differentiation	1.41	0.06	2.33	0.16
Human embryonic stem cell pluripotency	1.40	0.05	2.93	0.15
Relaxin signalling	1.39	0.05	1.50	0.11
Dendritic cell maturation	1.36	0.04	3.41	0.14

DHA, docosahexaenoic acid; IPA, Ingenuity pathway analysis; OA, osteoarthritis; Ratio, number of DMGs divided by the total number of genes in the pathway; RA, rheumatoid arthritis.

**Table 2:** Unique differentially methylated pathways between RA knee and hip FLS.

**Unique RA-knee versus RA-hip pathways**	**-log (*****P*****-value)**	**Ratio**	**Drug targets**	**Drugs**
IL-17A signalling in airway cells	1.98	0.08	IL-6, JAK1, JAK2, JAK3, p38 MAPK, IL-17A, NFkB, PI3K, MEK1/2	Tocilizumab*, sirukumab†, MEDI5117†, ALX-0061†, sarilumab†, olokizumab†, tofacitinib*, baracitinib†, peficitnib†, ruxolitinib†, INCB39110†, CYT387†, filgotinib†, PF-956980†, decernotinib†, R-348‡, PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡, secukinumab†, ixekizumab†, brodalumab†, iguratimod† (approved in China and Japan), CAL-263†, duvelisib‡, idelalisib‡, ARRY-162‡, PD98059‡, AZD8055‡
IL-22 signalling	1.87	0.13	JAK1, Tyk2, p38 MAPK, ERK1/2	Tofacitinib*, baracitinib†, peficitnib†, ruxolitinib†, INCB39110†, CYT387†, filgotinib†, fezakinumab‡, PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡, ARRY-162‡, PD98059‡, AZD8055‡
Role of JAK family kinases in IL-6-type cytokine signalling	1.82	0.12	IL-6, JAK1, JAK2, Tyk2, p38 MAPK, ERK1/2	Tocilizumab*, sirukumab†, MEDI5117†, ALX-0061†, sarilumab†, olokizumab†, tofacitinib*, baracitinib†, peficitnib†, ruxolitinib†, INCB39110†, CYT387†, filgotinib†, fezakinumab‡, PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡, ARRY-162‡, PD98059‡, AZD8055‡
p53 signalling	1.82	0.06	p38 MAPK, PI3K	PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡, CAL-263†, duvelisib‡, idelalisib‡
IL-17 signalling	1.77	0.07	IL-6, COX2, JAK1, JAK2, p38 MAPK, PI3K, iNOS, MEK1/2, CRP, CXCL10	Tocilizumab*, sirukumab†, MEDI5117†, ALX-0061†, sarilumab†, olokizumab†, NSAIDs*, tofacitinib*, baracitinib†, peficitnib†, ruxolitinib†, INCB39110†, CYT387†, filgotinib†, PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡, CAL-263, duvelisib‡, idelalisib‡, GW274150‡, ARRY-162‡, PD98059‡, AZD8055‡, ISIS-CRP‡, eldelumab‡
2-Amino-3-carboxymuconate semialdehyde degradation to glutaryl-CoA	1.68	1.00	NA	NA
Retinoate biosynthesis I	1.55	0.07	NA	NA
Inhibition of angiogenesis by TSP1	1.53	0.09	p38 MAPK	PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡
TGF-β signalling	1.46	0.06	p38 MAPK, MEK1/2	PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡, ARRY-162‡, PD98059‡, AZD8055‡
Acute phase response signalling	1.3	0.04	TNF, IL-1, GCR, IL-6, p38 MAPK, JAK2, CRP, C5a, mTOR, NFkB, PI3K, MEK1/2	Etanercept*, infliximab*, adalimumab*, certolizumab pegol*, golimumab*, SSR150106, anakinra*, canakinumab†, GSK1827771‡, corticosteroids*, tocilizumab*, sirukumab†, MEDI5117†, ALX-0061†, sarilumab†, olokizumab†, PH-797804‡, BMS-582949‡, ARRY-371797‡, dilmapimod‡, VX-702‡, pamapimod‡, VX-745‡, talmapimod‡, AMG-548‡, doramapimod‡, baracitinib†, ruxolitinib†, CYT387†, ISIS-CRP‡, NN 8209‡, NN 8210‡, eculizumab‡, MP-435‡, temsirolimus†, iguratimod† (approved in China and Japan), CAL-263†, duvelisib‡, idelalisib‡, ARRY-162‡, PD98059‡, AZD8055‡
Death receptor signalling	1.3	0.03	TNF, NFkB	Etanercept*, infliximab*, adalimumab*, certolizumab pegol*, golimumab*, SSR150106†, iguratimod† (approved in China and Japan)

FLS, fibroblast-like synoviocyte; NA, not applicable; RA, rheumatoid arthritis; NA, not applicable; Ratio, number of DMGs divided by the total number of genes in the pathway.

^*^Currently approved in the USA for RA.

^†^In clinical development at the time of publication.

^‡^Discontinued.

**Table 3:** Differentially expressed pathways between RA knee and hip FLS.

**IPA pathways**	**-log (*****P*****-value)**	**Ratio**
Coagulation system	3.44	0.10
Acute phase response signalling	2.19	0.03
Glutamate-dependent acid resistance	2.03	0.50
Hepatic fibrosis/hepatic stellate cell activation	2.01	0.02
IL-6 signalling	1.78	0.03
Protein citrullination	1.73	0.25
Glutamate degradation III (via 4-aminobutyrate)	1.64	0.20
Wnt/Ca+ pathway	1.58	0.04
Gαq signalling	1.53	0.02
Gap junction signalling	1.52	0.02
Tryptophan degradation to 2-amino-3- carboxymuconate semialdehyde	1.49	0.14
Salvage pathways of pyrimidine deoxyribonucleotides	1.43	0.13
Growth hormone signalling	1.41	0.03
Extrinsic prothrombin activation pathway	1.23	0.08
NAD biosynthesis II (from tryptophan)	1.23	0.08
Role of tissue factor in cancer	1.07	0.02
Type I diabetes mellitus signalling	1.06	0.02
Tryptophan degradation III (eukaryotic)	1.05	0.05
Sperm motility	1.02	0.02
Cellular effects of sildenafil	1.01	0.02

FLS, fibroblast-like synoviocyte; IPA, Ingenuity Pathway Analysis (see Methods); Ratio, number of DEGs divided by the total number of genes in the pathway; RA, rheumatoid arthritis.

# Supplementary material for: Joint-specific DNA methylation and transcriptome signatures in rheumatoid arthritis identify distinct pathogenic processes
**Source:** Nat Commun. 2016 Jun 10;7:11849. doi: 10.1038/ncomms11849
**Supplement:** Supplementary Information — Supplementary Figure 1 and Supplementary Tables 1-3.

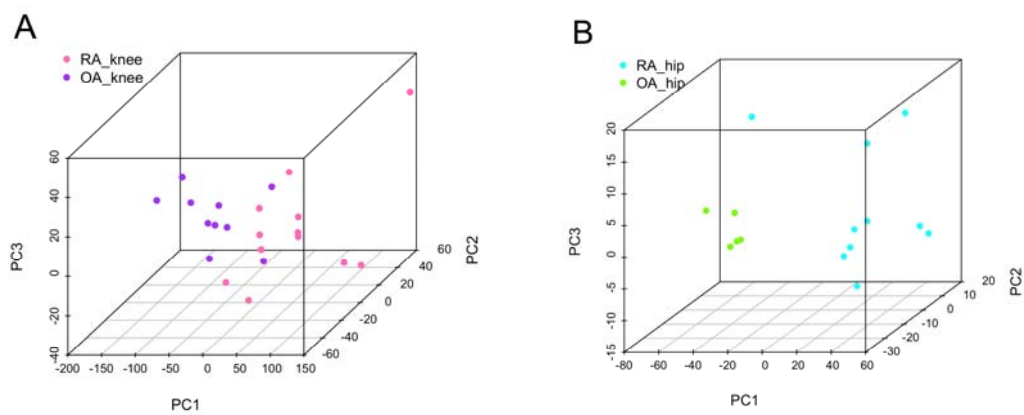

Supplementary Figure 1. PCA separated RA and OA FLS isolated from (a) knees and (b) hips by corresponding DMLs.

Supplementary Table 1. Enriched biological pathways identified between 19 RA and 5 OA in confirmatory set

| <b>Ingenuity Canonical Pathways</b>                                            | <b>-log(p-value)</b> | <b>Ratio</b> |
|--------------------------------------------------------------------------------|----------------------|--------------|
| Glycerol-3-phosphate Shuttle                                                   | 3.44                 | 1.00         |
| Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis      | 3.07                 | 0.06         |
| Atherosclerosis Signaling                                                      | 2.68                 | 0.07         |
| NAD Biosynthesis III                                                           | 2.67                 | 0.50         |
| Circadian Rhythm Signaling                                                     | 2.47                 | 0.12         |
| Glycerol Degradation I                                                         | 2.46                 | 0.40         |
| NAD Salvage Pathway III                                                        | 2.46                 | 0.40         |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation                            | 2.35                 | 0.05         |
| Acute Phase Response Signaling                                                 | 2.30                 | 0.05         |
| NAD Biosynthesis from 2-amino-3-carboxymuconate Semialdehyde                   | 2.29                 | 0.33         |
| Type II Diabetes Mellitus Signaling                                            | 2.21                 | 0.06         |
| NAD Salvage Pathway II                                                         | 2.15                 | 0.14         |
| Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | 2.04                 | 0.04         |
| NAD Phosphorylation and Dephosphorylation                                      | 1.83                 | 0.20         |
| Acyl-CoA Hydrolysis                                                            | 1.75                 | 0.18         |
| TWEAK Signaling                                                                | 1.61                 | 0.09         |
| NAD biosynthesis II (from tryptophan)                                          | 1.61                 | 0.15         |
| Stearate Biosynthesis I (Animals)                                              | 1.58                 | 0.09         |
| Leukocyte Extravasation Signaling                                              | 1.50                 | 0.04         |
| ERK5 Signaling                                                                 | 1.50                 | 0.06         |
| Angiopoietin Signaling                                                         | 1.45                 | 0.06         |
| RAN Signaling                                                                  | 1.44                 | 0.13         |
| GABA Receptor Signaling                                                        | 1.43                 | 0.06         |
| Alanine Degradation III                                                        | 1.42                 | 0.50         |
| Alanine Biosynthesis II                                                        | 1.42                 | 0.50         |
| Docosahexaenoic Acid (DHA) Signaling                                           | 1.42                 | 0.08         |
| T Helper Cell Differentiation                                                  | 1.41                 | 0.06         |
| Human Embryonic Stem Cell Pluripotency                                         | 1.40                 | 0.05         |
| Relaxin Signaling                                                              | 1.39                 | 0.05         |
| Dendritic Cell Maturation                                                      | 1.36                 | 0.04         |
| Ephrin Receptor Signaling                                                      | 1.33                 | 0.04         |

Supplementary Table 2. Enriched biological pathways identified between 30 RA and 16 OA in combinatory set (44 pathways were overlapped with previous data)

| Ingenuity Canonical Pathways                                              | -log(p-value) | Ratio |
|---------------------------------------------------------------------------|---------------|-------|
| <b>Overlapped Pathways</b>                                                |               |       |
| Axonal Guidance Signaling                                                 | 2.96          | 0.12  |
| Heme Degradation                                                          | 2.83          | 0.75  |
| Catecholamine Biosynthesis                                                | 2.83          | 0.75  |
| ERK5 Signaling                                                            | 2.74          | 0.19  |
| Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis | 2.70          | 0.13  |
| Colorectal Cancer Metastasis Signaling                                    | 2.51          | 0.13  |
| Acetate Conversion to Acetyl-CoA                                          | 2.46          | 0.60  |
| LXR/RXR Activation                                                        | 2.15          | 0.14  |
| Angiopoietin Signaling                                                    | 2.15          | 0.17  |
| Type II Diabetes Mellitus Signaling                                       | 2.05          | 0.14  |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation                       | 2.04          | 0.12  |
| Agranulocyte Adhesion and Diapedesis                                      | 2.04          | 0.13  |
| FXR/RXR Activation                                                        | 2.01          | 0.14  |
| NF-κB Signaling                                                           | 1.92          | 0.12  |
| Sphingosine-1-phosphate Signaling                                         | 1.92          | 0.14  |
| Atherosclerosis Signaling                                                 | 1.85          | 0.13  |
| CXCR4 Signaling                                                           | 1.84          | 0.13  |
| Thyronamine and Iodothyronamine Metabolism                                | 1.82          | 0.67  |
| Thyroid Hormone Metabolism I (via Deiodination)                           | 1.82          | 0.67  |
| Relaxin Signaling                                                         | 1.79          | 0.13  |
| Leptin Signaling in Obesity                                               | 1.78          | 0.15  |
| Sphingomyelin Metabolism                                                  | 1.78          | 0.38  |
| Granulocyte Adhesion and Diapedesis                                       | 1.75          | 0.12  |
| Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes           | 1.75          | 0.14  |
| Cellular Effects of Sildenafil (Viagra)                                   | 1.72          | 0.13  |
| eNOS Signaling                                                            | 1.70          | 0.13  |
| Tec Kinase Signaling                                                      | 1.70          | 0.12  |
| TR/RXR Activation                                                         | 1.68          | 0.14  |
| Docosahexaenoic Acid (DHA) Signaling                                      | 1.67          | 0.18  |
| Protein Kinase A Signaling                                                | 1.66          | 0.10  |
| Glucocorticoid Receptor Signaling                                         | 1.63          | 0.11  |
| VDR/RXR Activation                                                        | 1.62          | 0.14  |
| Amyotrophic Lateral Sclerosis Signaling                                   | 1.61          | 0.13  |

|                                                                                |      |      |
|--------------------------------------------------------------------------------|------|------|
| P2Y Purigenic Receptor Signaling Pathway                                       | 1.60 | 0.13 |
| Gustation Pathway                                                              | 1.60 | 0.13 |
| Human Embryonic Stem Cell Pluripotency                                         | 1.52 | 0.12 |
| Glioblastoma Multiforme Signaling                                              | 1.44 | 0.12 |
| Breast Cancer Regulation by Stathmin1                                          | 1.42 | 0.11 |
| GPCR-Mediated Nutrient Sensing in Enteroendocrine Cells                        | 1.41 | 0.13 |
| Leukocyte Extravasation Signaling                                              | 1.35 | 0.11 |
| Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | 1.31 | 0.10 |
| MSP-RON Signaling Pathway                                                      | 1.31 | 0.15 |
| Neuregulin Signaling                                                           | 1.31 | 0.13 |
| Gap Junction Signaling                                                         | 1.30 | 0.11 |
| <b>Unique pathways</b>                                                         |      |      |
| Acute Phase Response Signaling                                                 | 2.91 | 0.14 |
| Complement System                                                              | 2.41 | 0.22 |
| Glycerol-3-phosphate Shuttle                                                   | 2.27 | 1.00 |
| Death Receptor Signaling                                                       | 1.82 | 0.14 |
| N-acetylglucosamine Degradation I                                              | 1.82 | 0.67 |
| Ephrin A Signaling                                                             | 1.65 | 0.17 |
| ILK Signaling                                                                  | 1.62 | 0.12 |
| RAN Signaling                                                                  | 1.59 | 0.25 |
| Ephrin Receptor Signaling                                                      | 1.57 | 0.12 |
| Tumoricidal Function of Hepatic Natural Killer Cells                           | 1.56 | 0.21 |
| Sertoli Cell-Sertoli Cell Junction Signaling                                   | 1.55 | 0.12 |
| NAD Biosynthesis III                                                           | 1.54 | 0.50 |
| N-acetylglucosamine Degradation II                                             | 1.54 | 0.50 |
| Epithelial Adherens Junction Signaling                                         | 1.49 | 0.12 |
| PEDF Signaling                                                                 | 1.48 | 0.14 |
| Antiproliferative Role of TOB in T Cell Signaling                              | 1.42 | 0.19 |
| Thyroid Hormone Metabolism II (via Conjugation and/or Degradation)             | 1.42 | 0.19 |
| Antioxidant Action of Vitamin C                                                | 1.38 | 0.13 |
| NAD Salvage Pathway III                                                        | 1.34 | 0.40 |
| Citrulline-Nitric Oxide Cycle                                                  | 1.34 | 0.40 |
| Glycerol Degradation I                                                         | 1.34 | 0.40 |
| Corticotropin Releasing Hormone Signaling                                      | 1.31 | 0.12 |
| Intrinsic Prothrombin Activation Pathway                                       | 1.30 | 0.18 |

Supplementary Table 3. Joint origins and patient information of 30 RA and 16 OA FLS

How the deposited data were processed for this re-analysis (not part of the article)

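RNA-seq values of 9 RA FLS lines, 5 from knee and 4 from hip, were used as deposited in 1 matrix of 57820 genes. Each line is 1 replicate, and the paper states that hip and knee lines could not be taken from the same patient. Groups were taken from the sample labels. The authors trimmed the reads with Cutadapt, aligned them to hg19 with STAR 2.3.0, counted reads per gene with HTSeq 0.5.4p5 and tested them with DESeq2. The submitters' processing notes name CASAVA, FastQC, cutadapt, STAR and HTSeq. The annotation release and whether counting used strand are not given in the sources used here.

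The deposited values are on a log2 scale: the authors divided the counts by a size factor per library and stabilized their variance, as the floor value shared by all 9 samples for a gene with 0 reads shows. Undoing the transformation gave whole reads within 0.01 for 100% of the values, with a largest deviation of 2.2e-07. Recovered totals per library were 58234790 to 70364302. Of the gene IDs, 55538 matched the GRCh37 annotation and 43521 a gene symbol. To keep personal traits out of the results, 535 genes (the XIST locus and Y-linked genes) were removed before any test. All same-joint pairs of lines (16) were compared, 0 differed by less than sampling noise, and their correlation over genes was 0.973 to 0.991.

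The design, written before the data were examined, allowed for counts or for normalized values. Because the deposited unit is log2, limma 3.58.1 (R 4.3.3) was used with a variance trend on the values as given, and the paper's own DESeq2 test and edgeR were not run. Genes with a mean of at least 10 normalized reads were tested (18676 genes, 16545 with a symbol), with the contrast knee minus hip. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Values in the text are means of normalized reads with their SD, and log2 fold changes are on the stabilized scale, which understates the change of genes with few reads. A log2 fold change has a standard error from limma.

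A negative binomial Wald test on the recovered reads, coded for this work, was added after the values were seen. On simulated data for knee against hip with 18676 genes, limma called 30.8% of genes changed 2-fold, 91.6% of those changed 4-fold and 95.6% of those changed 8-fold, and made 1 call over 5 sets with no change. The negative binomial test called 46.2%, 95.6% and 99.2%, and made 82 calls over the 5 sets with no change. Voom called 38.4%, 88.4% and 93.6%, and made 0. A call also needs an estimated change of at least 2-fold, which lowers the share for genes changed exactly 2-fold. Of these genes, 72.4% passed the adjusted p alone in limma, 85.4% in the negative binomial test and 72% in voom. In the sets with changed genes, the negative binomial test also called 150 unchanged genes, 17.3% of its calls there, against 26 (4.01%) for limma and 27 (4.01%) for voom. At the adjusted p alone these were 321 (26%), 49 (5.57%) and 36 (4.23%), so calls of the negative binomial test hold more false ones than the threshold of 0.05 states. The simulated genes were drawn independently, with dispersions from the negative binomial test and no difference between lines shared across genes. The shares of false calls are therefore not those of the real calls.

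Separation of the joints was the ratio of the mean Euclidean distance between joints to that within a joint over the 500 most variable genes, with an exact permutation over all 126 splits of the lines. Sets were tested with camera (preset correlation 0.01, or estimated) and fry, and calls with a one-sided Fisher's exact test against the tested genes with a symbol. The 36 gene lists were fixed before the data were examined and cover HOX and limb genes, pathways of Table 3, joint biology, other cell types and handling of cells. Promoter DMGs were those of Supplementary Data 1, hyper- or hypomethylated in RA knee but not both (495 genes, 260 of them tested). The paper's sheet of DEGs was not used here.

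The text names the genes that the paper names for this comparison, called genes with separate joints, all HOX genes, DMGs among the called genes, and of each list its called genes and up to 4 members with the smallest p. Some genes that this rule takes are not reported here. A feature outside this rule is marked as chosen after its values were seen. Alternatives were quantile normalization, library size alone, other filters, voom with and without sample weights, the replicate number as a block, each line left out, logs with a pseudocount of 0.1, 1 or 5, and no fold threshold. A robust variance prior, the negative binomial test and limma's test against a 1.5-fold change were added after the data were seen. Figures were drawn with matplotlib 3.10.9 and tables made with pandas 2.3.3 in Python 3.11.15.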

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

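The tests of a wrong joint label by 100 genes, of proliferation and of interferon were set before their results were seen, the test of a wrong label by distances and the counts with the line moved were chosen after, and the patterns they concern were noticed in the data. Of 204 groups of 4 or 5 values of the named genes and library measures, 18 held a line far from the others. About 10.2 would do so by chance if values were normally distributed and groups independent. Normalized reads were used without a log, and some genes are neighbours, so 18 against 10.2 does not show an excess. The gap to the nearest line, as a share of the whole range, is given for each that exceeds Dixon's 95% limit.

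Among HOX genes, a single knee line lay high for each of HOXB7 (share 1, 68.6 normalized reads against 0), HOXB4 (0.984, 65.4 against 1.07 for the nearest), HOXB3 (0.814), HOXA10 (0.756) and HOXD4 (0.721). In the knee line with high HOXB7, 13 of 26 HOX genes were nearer the hip mean, and 10 lay inside the hip range and outside that of the other 4 knee lines. A wrong joint label was tested with 100 genes outside the HOX clusters, chosen on the other 8 lines. Of these, 55 lay nearer the knee mean in that line, between the bounds of 40 and 60 set for and against a wrong label, so that these genes do not decide. Over the 500 most variable genes outside the HOX clusters, the separation of the joints was higher as labelled than with that line moved to hip, with all 9 lines and without each other line in turn (9 of 9 comparisons). Of the 9 lines, 7 had a higher separation as labelled with all lines used, and 6 in every comparison. Some counts were higher with the line moved to hip. Limma called 13 DEGs against 1 (8 against 1 outside the HOX clusters), and the negative binomial test called 22 DMGs against 14 (15 against 9 outside them). Over the list alone, 11 limb patterning genes passed against 2. Leaving out 1 line with none moved gave up to 16 DEGs in limma and up to 8 such limb genes, so rises of this kind do not need a wrong label. HOX genes over the list alone were 8 both ways, and genes at an unadjusted p under 0.05 fell from 2475 to 1342 and calls of the negative binomial test from 152 to 120. Because some counts rose and others fell, the distances do not exclude a wrong label, and a wrong label and a difference between patients cannot be told apart for that line. Over all 9 lines, 8 had more than 50 of the 100 genes nearer their own joint, and the other, which is not the line with high HOXB7, had 23, past the bound of 40. By distances, the separation was higher as labelled in 3 of 9 comparisons for it, so a wrong label and a difference between patients cannot be told apart there either. A biological difference between lines of a joint stays open and untested.

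Acute phase genes had a higher list mean in knee (difference 0.35, two-sided exact permutation test over 126 splits, p = 0.00794), but this did not pass adjusted over 36 lists (adjusted p = 0.286), and limma's camera (adjusted p = 0.000376) did not pass with an estimated correlation (adjusted p = 0.594), so that the pattern itself is uncertain. With the proliferation list as a covariate, the median log2 fold change went from 0.349 to 0.297, which argues against a difference in proliferation as the cause. With the interferon list as a covariate it was 0.204, so a difference in the interferon response may account for part of it and cannot be told apart at these numbers. A difference between the joints themselves stays open.

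A knee line far from the rest was also found for DCBLD2 (0.712, highest), HAND2 (0.722, highest), MEIS1 (0.797, highest), TBX18 (0.794, lowest), PI16 (0.847, lowest) and TNNT3 (0.768, highest). Of all 11 groups of knee lines with such a line, HOX genes included, it was the line with high HOXB7 in 5. Hip lines far from the rest were found for HOXA9 (0.886, lowest), LBP (0.915, highest), QPRT (0.933, highest), KYNU (0.92, highest), PLCB1 (0.889, highest), GHR (0.875, highest) and TSPAN15 (0.881, lowest).

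PDCD1LG2, DCBLD2 and PAPSS2, which the paper does not discuss, each passed the adjusted p in limma (0.0493), with lower levels in all 5 knee lines than in all 4 hip lines.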

How the results depend on the processing

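With fry's mixed p adjusted over all lists, the HOX, acute phase, coagulation and limb gene sets passed without each line in turn and with the block, while IL-6 signalling did not pass without hip replicate 2 (adjusted p = 0.0997) or with the block (adjusted p = 0.0617). Signs changed for genes without a call, such as IL6 (0.115 without hip replicate 2), and without hip replicate 4 the 1 DEG was higher in knee. The count of 1 DEG was 0 with quantile normalization, library size alone, no filter, voom, the replicate block, logs with a pseudocount of 0.1, 1 or 5, a robust variance prior and the test against a 1.5-fold change, and the 1 gene higher in hip was then 0 too. With no fold threshold 3 genes passed, all 3 higher in hip. The negative binomial test gave 152 DEGs, 61 higher in knee and 91 in hip, with 14 DMGs among them. They held 5 HOX, 3 IL-6 signalling, 3 coagulation, 4 acute phase and 2 limb genes. Of the other lists, 14 held at least 1 called gene, and 11 lists were enriched. Adjusted over the list alone, the negative binomial test gave 3 IL-6 signalling, 6 acute phase and 10 limb genes. Over the list alone, the 1 acute phase gene became 6 with quantile normalization, library size alone or no filter, 3 with voom, 10 with sample weights, 3 with the block, 4 with a pseudocount of 0.1, 1 or 5 and 0 against 1.5-fold. The 3 coagulation genes became 0 with quantile normalization, the block or the 1.5-fold test and 6 with no fold threshold. The 2 limb genes became 5 with voom, 6 with sample weights, 0 with the block or the 1.5-fold test and 6 with no fold threshold. The 8 HOX genes became 4 at 1 CPM, where fewer genes are tested, 15 with no fold threshold and 0 in the 1.5-fold test. IL-6 signalling had 3 with a pseudocount of 0.1. The cause was not tested except where named.

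Leaving out 1 line gave 0 to 16 DEGs, 0 to 4 higher in knee and 0 to 12 in hip, and 0 to 7 DMGs. It gave 0 to 4 HOX, 0 to 1 acute phase and 0 to 3 limb genes. There were 0 to 3 other lists with a called gene and 0 to 6 enriched lists. Without knee replicate 2 there were 16 DEGs, without hip replicate 3 there were 7, and without knee replicate 3 there were 3. Over the list alone it gave 0 to 2 IL-6 signalling, 1 to 8 acute phase, 0 to 5 coagulation and 0 to 8 limb genes. The separation ratio of 1.17 ran from 1.11 to 1.25 and missed the threshold without knee replicate 1 (1.108) and knee replicate 5 (1.113), with an exact permutation p of 0.0571 in both. Of 3542 values of named genes under an alternative, 3479 kept their side of the thresholds. Another 2 did so with a changed sign, by at least the standard error. A call was gained in 43, 31 of these in the negative binomial test, and lost in 18, all of PDCD1LG2.

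The replicate number as a block gave 0 DEGs against 1 without it, with 1711 genes at an unadjusted p under 0.05. The numbers do not pair the lines: deviations of the 4 same-numbered pairs correlated from -0.185 to 0.233, 2 of the 4 over 0.1, and 1 hip line correlated best with its own number. The DESeq2 Wald test, edgeR's glmTreat, and TMM or DESeq2 size factors in an edgeR fit were planned for counts and not run. Depth limits the genes with few reads: those below 10 normalized reads on average were tested only with no filter, where limma called 0 of 40696 genes, with 3640 at an unadjusted p under 0.05, and the negative binomial test was not run on them.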

Differences from the paper's values

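The paper reports 107 DEGs at an adjusted p under 0.05 and a 2-fold change, and limma gave 1 at these thresholds. Every alternative set before the data were examined stayed more than 1.5 times below the paper's number, from 0 to 16 DEGs, with 16 without knee replicate 2, 7 without hip replicate 3 and 3 without knee replicate 3 or with no fold threshold. The negative binomial test on the recovered reads, chosen after seeing the values, gave 152 and comes within 1.5 times the paper's number. It called all 10 of the shared genes that the paper names and dropped 0 of them. The paper's full list of DEGs was not used here.

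The paper reports 10 genes that are both DEGs and DMGs, and limma gave 0. Of the alternatives set before the data were examined, leaving out knee replicate 2 gave 7, within 1.5 times the paper's number, of which 3 are among the paper's 10, and the others gave 0 or 1. The negative binomial test, chosen after seeing the values, gave 14, with all 10 of the paper's genes and 0 dropped.

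The paper gives an average of 171.8 M reads per sample and a minimum of 154.5 M, and the reads recovered from the deposited values were 63 M on average and 58.2 M at least. The paper's numbers are of sequenced reads and these are of reads counted to genes, so the 2 are different measures. Sequencing was paired-end, and the paper does not state whether its numbers count both reads of a pair.

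The paper lists IL-6 signalling among the pathways enriched in its DEGs. With limma, 0 of 57 genes of a list for it were called, and the negative binomial test called 3 (one-sided Fisher's exact test, p = 0.0134, adjusted p = 0.0604 over 36 lists). The paper also lists coagulation and acute phase response, for which that test called 3 genes (adjusted p = 0.00551) and 4 genes (adjusted p = 0.00349).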

Other observations

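Marker genes of synovial sublining fibroblasts had higher means in knee FLS for 13 of 16 genes (median log2 fold change 0.45), and PI16, a marker of perivascular and adventitial fibroblasts, passed adjusted over the list alone (4989 ± 1581 normalized reads in knee, SD, n = 5, and 1223 ± 1041 in hip, SD, n = 4). DPT, a matrix protein, had 625 ± 190 and 307 ± 125, and complement C3 had 162 ± 44 and 86.5 ± 40.8. The other 3 genes had higher means in hip. THY1, a marker of sublining fibroblasts, went that way, with 10290 ± 3933 in knee and 13640 ± 896 in hip (log2 fold change -0.47, adjusted p = 0.385 in limma). Camera gave an adjusted p of 0.0317 for the list, and 0.594 with an estimated correlation. Of 13 lining fibroblast markers, PDPN (podoplanin) passed adjusted over the list alone, with 4206 ± 597 normalized reads in knee and 2692 ± 669 in hip, while HAS2, a hyaluronan synthase, had 3084 ± 2475 and 11350 ± 8778 and did not pass. Of 14 chondrocyte markers, 11 had higher means in knee and 3 in hip (median log2 fold change 0.12), while HAPLN1 and SOX9 passed adjusted over the list alone, both higher in hip. Among 40 TGF-beta and BMP genes, SMAD9 passed adjusted over the list alone (log2 fold change 0.65), and ACVRL1 (0.89) and GDF6 (-1.27) did not.

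Of 24 genes of the interferon response, 18 had higher means in knee, among them IFIT3 (2894 ± 721 normalized reads in knee and 1474 ± 583 in hip), IFIT1 (1976 ± 672 and 1041 ± 316) and IFI35 (905 ± 104 and 618 ± 151), none of which passed limma adjusted over the list alone (6 at an unadjusted p under 0.05, 0 called by the negative binomial test). Camera gave the list an adjusted p of 0.00406, and 0.594 with an estimated correlation. All 24 proliferation genes and all 13 replication-dependent histones had higher means in hip (median log2 fold changes -0.65 and -0.43), but 0 proliferation genes had an unadjusted p under 0.05 in limma or a call in the negative binomial test, and camera's adjusted p of 0.00106 and 0.0171 became 0.744 in both with an estimated correlation. Of 13 mitochondrial genes, 12 had higher means in hip (median log2 fold change -0.19, camera adjusted p = 0.00153, and 0.62 with an estimated correlation). All 6 skeletal muscle genes tested had higher means in knee, and TNNT1 (60.8 ± 18.8 and 28.9 ± 11.8 normalized reads) and TNNT3 (25.0 ± 19.7 and 4.8 ± 5.8) passed adjusted over the list alone. The endothelial cadherin CDH5 had 54.5 ± 24.8 in knee and 11.8 ± 8.6 in hip and passed adjusted over its list of 7 alone. Of other cell types, the leukocyte gene PTPRC passed over its 7 macrophage and monocyte markers alone as higher in hip (log2 fold change -0.93). It had few reads, 4.7 ± 2.3 normalized reads in knee and 22.0 ± 14.3 in hip. CD79B passed over 3 lymphocyte markers alone as higher in knee (0.66), with 48.3 ± 6.1 and 25.7 ± 12.8. In limma 0 of 7 adipocyte, 5 osteoblast, 6 neural and 15 pericyte and smooth muscle markers passed over the list alone, with 1, 1, 1 and 3 at an unadjusted p under 0.05, and the negative binomial test called 0 of them. Of 26 matrix proteases and inhibitors, ADAMTS1 passed over the list alone (log2 fold change -0.71). Of 36 lists, 16 changed in either direction (fry, mixed adjusted p under 0.05), and 0 moved one way by fry's one-way test. The mixed test does not compare a list with other genes, and 2475 of the 18676 tested genes had an unadjusted p under 0.05.

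The test of methylation against expression was chosen after the result was seen. The bound for higher promoter methylation going with lower expression was at least 9 of the 10 shared genes with a fold change opposite to their methylation difference. Of the 10, 2 had this, WNT5A and HOXB2, while 8 did not (two-sided exact binomial test, p = 0.109). A weaker inverse relation could give fewer than 9. The test also treats the genes as independent, though HOXD3, HOXD9, HOXD10 and HAGLR lie in the same cluster and all moved the same way. It therefore does not decide the relation. Over all tested DMGs, neither the 148 hypermethylated (limma's camera, adjusted p = 0.92 over 4 sets) nor the 112 hypomethylated genes (adjusted p = 0.843) passed a test of a move one way relative to other genes, and both sets changed in either direction (limma's fry, mixed adjusted p = 4.39e-07 and 0.000165). The paper's list of OA DMGs also changed in either direction in these RA lines (limma's fry, mixed adjusted p = 0.000368 for the 245 hypermethylated genes and 0.00105 for the 181 hypomethylated genes). Since fry's mixed test does not compare a set with other genes, it cannot tell whether these changes are particular to DMGs. Of the RA hypermethylated genes, 23 were higher in knee and 24 in hip at an unadjusted p under 0.05 in limma. Of the RA hypomethylated genes, 11 and 17 were, against 2475 of all 18676 tested genes. For the OA sets the numbers were 21 and 26, and 18 and 16. These shares were not tested, and the RA DMGs were chosen by joint on lines that may include these. The negative binomial test also called the DMGs THRB, C10orf90, TMEM171 and SYNPO2L, named after their values were seen.

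The paper measured IL6 in synovial tissue and found it higher in RA hips, and in these cultured FLS the log2 fold change of IL6 was -0.11 (standard error 0.33), which ranged from -0.42 to 0.12 over the alternatives.

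In 100 of the 126 splits of the lines into 5 and 4, the real one included, chance could not be excluded for the count of DEGs (1, reached by 12 splits, highest other 13). Nor could it be for genes higher in the group of 4 lines, which is hip in the real split (1, reached by 6, highest other 2). It could not be either for limb patterning genes over the list alone (2, reached by 7, highest other 11) or for acute phase genes over the list alone (1, reached by 11, highest other 4). Fewer splits reached the real value for genes at an unadjusted p under 0.05 (2475, reached by 4, highest other 3657). The same held for calls of the negative binomial test (152, reached by 4, highest other 338). These shares were not adjusted over the counts compared and other splits gave more, so chance is not excluded for them. For DMGs among these calls (14, reached by 2, highest other 22), HOX genes (8, reached by 2, highest other 8) and coagulation genes (3, reached by 1, highest other 2), the last 2 over the list alone, the count of splits says nothing about chance, since these lists follow results that the paper obtained by the joint labels. One other split gave 13 DEGs, 22 DMGs, 8 HOX and 11 limb patterning genes together, and it is the one that moves the knee line with high HOXB7 to hip. Hip is the group of 5 lines in that split, and 11 of its 13 DEGs were higher in hip. The split with 338 calls shows that a grouping other than the joint can give more calls, and its cause was not tested.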
